A study of Mus musculus with 16 samples (genomic DNA). Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

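Genomic DNA from the tails of 8 mice of one non-irradiated C57BL/6 family was compared with DNA of a reference male mouse by 2-colour array comparative genomic hybridization (array CGH), in which mouse and reference DNA carry different fluorescent dyes and compete for the same probes. The family held a sire (0GyEM), a dam (0GyEF) and 6 offspring (0GyE1 to 0GyE6). Each mouse was hybridized on 2 arrays with the dyes swapped, so there were 16 arrays, on 4 slides that each held 2 mice. According to the study, the array was the second of 2 screening steps and carried closely spaced probes around positions that had passed a first genome-wide array. The probes therefore do not sample the genome evenly.

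Per the file headers, the authors extracted the images with Agilent Feature Extraction 10.7.1.1, which subtracted a spatially detrended background, scaled both dyes linearly, and gave for each feature a log10 ratio of Cy5 over Cy3. The deposited intensity columns hold the processed signal of each dye and the raw median signal and local background before that correction. Per the file headers, probe positions are on the mouse assembly mm9 (NCBI37), and all coordinates given here are on that build. The files name no genes and hold no probe sequences, and the annotation at hand is of another build, so no gene, exon or intron was assigned.

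Each array held 180694 features, of which 174131 were not controls and represented 170101 different probes. Between 82 and 187 features per array were left out because they were saturated, non-uniform, population outliers or flagged by hand. Repeated probes were averaged, and the 203 probes without an unflagged feature in any one array were left out everywhere. This left 169847 probes on 19 autosomes, 48 X-linked probes and 3 Y-linked probes. The deposited log10 ratio was converted to log2, centred on the autosomal median of its array, and given the sign of mouse over reference from the dye named in the labels. The depth of an array has no count here. Its precision was described by the SD of the log2 ratio over autosomal probes, and by the spread of differences between neighbouring probes (interquartile range scaled to a SD and divided by the square root of 2).

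The calling rule was adapted from that of the study. A probe was positive when its log2 ratio exceeded 0.5 in size with the same sign in both arrays of a mouse. A region was at least 2 positive probes of one sign within 3 probe positions and 5 kb of each other. A region was a de novo candidate when its probes were positive in an offspring and in neither parent with the same sign. The study states no limit of 5 kb, and it identified smaller candidates by eye from array plots. It additionally required a positive probe in the first screening, which is not analysed here. As backgrounds, the same rule was applied to probes whose 2 arrays exceeded 0.5 in opposite directions, and to regions found in one parent only. The rule for naming regions was fixed before the files arrived. It named the 10 de novo candidate regions with the most positive probes, ties going to the larger mean log2 ratio, and the largest regions shared by all mice, by the sire and offspring only, or by the dam and offspring only. Probes annotated with 2 genes listed by the study for an offspring of this family were also to be named, but the files annotate none.

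For a test with an error, limma 3.58.1 in R 4.3.3 was fitted to log2(Cy5/Cy3) of the autosomal probes with a dye intercept and one coefficient per mouse, signed by dye. All 16 arrays entered one fit with 9 parameters and 7 residual degrees of freedom. The contrasts were each offspring minus the mean of sire and dam, and sire minus dam. A probe differed when its Benjamini-Hochberg adjusted p-value, computed per contrast, was below 0.05 and its log2 difference exceeded 0.5 in size. The 2 arrays of a mouse are technical replicates of one DNA, so every error given with n = 2 is a technical error. Each mouse has its own coefficient in the fit, so the limma standard errors and p-values hold no variation between animals either. No contrast between an offspring and its parents has 3 animals on each side, so other splits of the samples were not counted for it. After the data had been seen, the same model was fitted to the means of 6634 tiles, where a tile is a run of at least 5 probes with gaps of at most 5 kb.

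The files showed 2 scan sessions. The parents, 0GyE1 and 0GyE2 were scanned in the first and 0GyE3 to 0GyE6 in the second, so contrasts of the latter 4 with the parents also compare sessions.

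The limma script was tested on simulated data with the observed layout and residual spread. Of 200 probes changed by 1 on the log2 scale in one offspring, 88% were recovered, and 5 unchanged probes passed. The region caller recovered 100% of 100 implanted losses of 5 probes, and called 2 of 100 inherited losses de novo.

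Alternatives fixed before the files arrived covered the cutoff, centring, background correction by normexp with an offset of 50, loess, flagged features, the dimmest 10% of probes, the region definition, the de novo rule, the terms and thresholds of the limma fit, and leaving out single arrays. The normexp alternative had been planned on mean signals. The files hold only median feature signals, which were used in their place. Removal of the mean Cy5/Cy3 ratio of each probe over all 16 arrays, and joining of regions within 1 Mb, were added after the data had been seen. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used for calling and plotting.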

Results

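The second array CGH of one non-irradiated family gave 16 hybridizations of 8 mice. The sire 0GyEM, the dam 0GyEF and the 6 offspring 0GyE1 to 0GyE6 were each measured on 2 arrays against a reference male mouse, with the dyes exchanged between the 2 arrays. The autosomal probes formed 10995 runs with gaps of at most 5 kb and a median of 24 probes. Of these runs, 4031 were a single probe and 6634 held at least 5 probes. The median distance between the starts of neighbouring probes was 101 bp. In the first scan session, which held the parents, 0GyE1 and 0GyE2, the SD of the log2 ratio over autosomal probes ranged from 0.1715 to 0.2114 per array. In the second session, with 0GyE3 to 0GyE6, it ranged from 0.2092 to 0.2978. The spread between neighbouring probes had a median of 0.1495 in the first session and 0.187 in the second. Arrays of the second session thus had a wider spread, which includes any dye bias of the probes. After removal of the dye effect, the SD between the 2 arrays of a mouse was 0.1105 to 0.1475 in the first session. It was 0.1202 (0GyE6) to 0.1844 (0GyE5) in the second. A given log2 ratio may therefore be less certain in the second session, but not in each of its mice. The noisiest array was the first array of 0GyE3, in which 15296 autosomal probes exceeded 0.5, against 4508 in the second array of that mouse.

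The dye-swap pairs show how far a single array can be trusted. Before removal of any dye effect, the mouse/reference log2 ratios of the 2 arrays of a mouse were negatively correlated across autosomal probes in all 8 mice, from -0.6427 in 0GyE4 to -0.3463 in 0GyE3. Probes on one array are not independent replicates. Over the 8 mice, 850 positive calls were made at single probes, that is, beyond 0.5 with the same direction in both arrays. Calls counted in the same way, but beyond 0.5 in opposite directions, came to 9441. Without removal of a dye effect, the opposite calls outnumbered the positive ones in every mouse, by a factor of 3.748 in 0GyEF and of 18.68 in 0GyEM. The first session had 224 positive and 2291 opposite calls, and the second 626 and 7150. Gains made up 202 of the positive calls and losses 648. When the first array of each mouse was used alone, the number of positive calls rose to 47244. After removal of the mean Cy5/Cy3 ratio of each probe, an alternative added later, the order of the sums reversed. There were then 1162 positive and 463 opposite calls, although 0GyE5 still had 181 opposite and 179 positive ones.

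**Figure D1:**
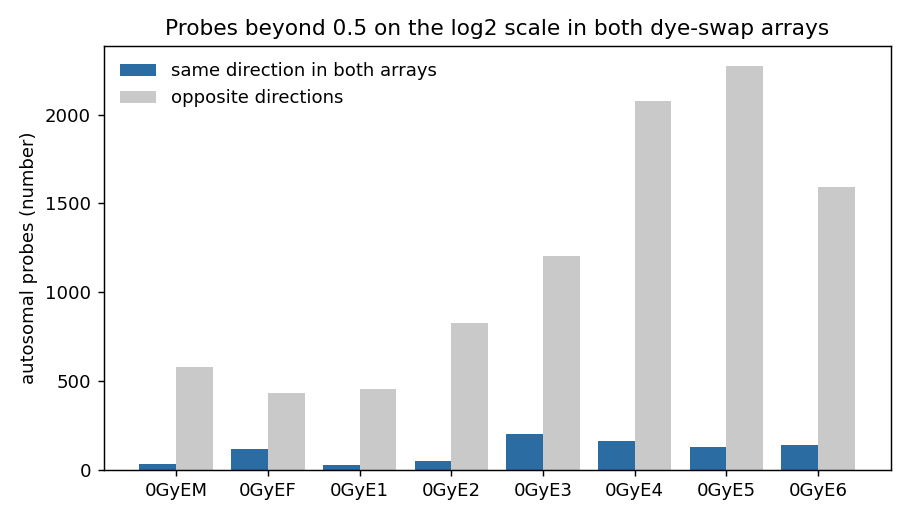
Number of autosomal probes per mouse whose 2 arrays both exceeded 0.5 on the log2 scale, in the same direction (blue) or in opposite directions (grey). No dye effect was removed. Opposite calls were more numerous in all 8 mice, from 431 in 0GyEF to 2274 in 0GyE5.

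The reference was a male, so the sex-linked probes can check the orientation of the 2 arrays only in mice whose ratios lie far from 0, which were 0GyEF, 0GyE4, 0GyE5 and 0GyE6. In the dam 0GyEF, the mean log2 ratio was 0.9132 ± 0.06 (SD, n = 2 arrays) over 48 X-linked probes and -2.424 ± 0.4101 over 3 Y-linked probes. The sire 0GyEM had 0.02208 ± 0.08843 and -0.03984 ± 0.2388. Among the offspring, the X-linked mean was 0.004475 ± 0.08364 in 0GyE1, 0.0008041 ± 0.0814 in 0GyE2 and -0.01928 ± 0.1013 in 0GyE3, all within the spread between arrays of 0. It was 0.8138 ± 0.07562 in 0GyE4, 0.8681 ± 0.1469 in 0GyE5 and 0.8576 ± 0.1289 in 0GyE6. The Y-linked means of the latter were -2.112 ± 0.3021, -2.071 ± 0.187 and -1.97 ± 0.246. The labels give no sex for the offspring, and the animals were not grouped by these values. Normexp background correction moved the Y-linked means most, to -0.6882 in the dam.

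**Figure D2:**
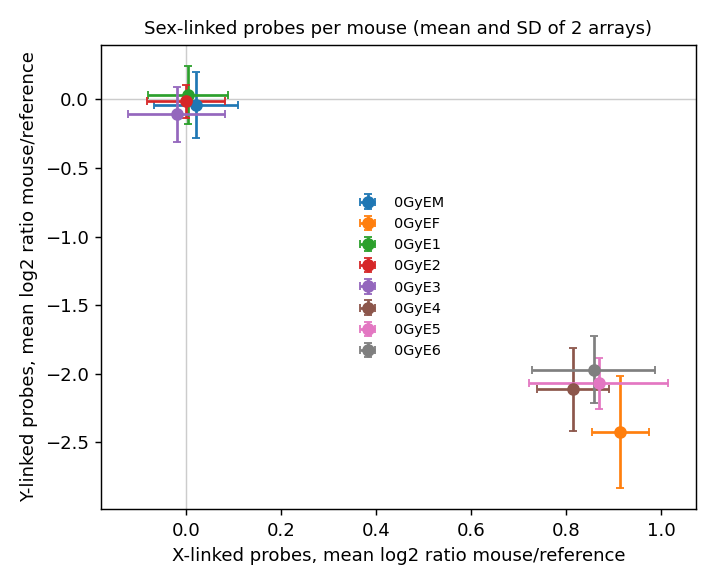
Mean log2 ratio of the Y-linked probes against that of the X-linked probes, one point per mouse, with bars for the SD of its 2 arrays. The dam, 0GyE4, 0GyE5 and 0GyE6 lay between 0.8138 and 0.9132 on the X axis and below -1.9 on the Y axis, and the other 4 mice lay near 0 on both.

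Regions of at least 2 positive probes numbered 72 over the 8 mice, 7 gains and 65 losses. There were 512 regions of opposite direction. The sire had 0 regions and the dam 4. The offspring had 2 (0GyE1), 3 (0GyE2), 14 (0GyE3), 15 (0GyE4), 16 (0GyE5) and 18 (0GyE6). Regions of opposite direction ranged from 5 in the dam to 187 in 0GyE5. Opposite calls at single probes fell from 9441 to 463 after removal of the dye effect of each probe. The opposite regions are therefore not a measure of how many regions noise alone would give. A call from the first array alone would have given 5538 regions.

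No region was shared by all 8 mice, and the sire had none to share. The largest region shared by the dam and offspring only was a loss of 3 probes at chromosome 3, from 25417435 to 25421035. Its mean log2 ratio was -1.833 ± 0.09814 (SD, n = 2 arrays) in the dam, -1.816 ± 0.1325 in 0GyE4, -1.581 ± 0.008923 in 0GyE5 and -1.611 ± 0.01912 in 0GyE6. In the sire it was 0.0004207 ± 0.005139, and 0GyE1, 0GyE2 and 0GyE3 lay between -0.008575 and 0.03987. The other regions of the dam were a loss of 2 probes on chromosome 3 from 25432682 to 25434411, a gain on chromosome 18 from 35428246 to 35428306 and a gain on chromosome 8 from 102201827 to 102201890. All 4 recurred with at least 1 positive probe in an offspring, so 0 regions were private to a parent. They recurred only among 0GyE4, 0GyE5 and 0GyE6, the offspring whose Y-linked ratios were far below 0 as in the dam. Recurrence is therefore not evidence of inheritance from the dam. Sequence shared with the sex chromosomes, raised below for probes with this pattern, may explain it too.

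The family comparison asked which changes an offspring had that neither parent had. It gave 52 de novo candidate regions, 2 gains and 50 losses. The offspring scanned with their parents had 1 (0GyE1) and 3 (0GyE2). The offspring of the other session had 14 (0GyE3), 12 (0GyE4), 11 (0GyE5) and 11 (0GyE6), so 48 of the 52 came from the session that held neither parent. Of all candidates, 41 were losses within 849.3 kb of chromosome 14, from 53430250 to 54279592, with 9 to 11 of them in each offspring of the second session and 0 in 0GyE1 and 0GyE2. The remaining 11 were the gain of 0GyE4 described below and 10 regions of 2 probes, 9 losses and 1 gain, that spanned 63 to 205 bp. The probes overlapped each other in 9 of these 10. Leaving out the second array of every mouse raised the number of candidates to 3490, and the cutoff of 0.8 with both arrays left 9.

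Of the 10 regions with the most positive probes, 9 lay in the chromosome 14 interval. The deepest with 4 probes ran from 53758945 to 53759230. Its mean log2 ratio was -1.077 ± 0.005997 in 0GyE3, -1.064 ± 0.03789 in 0GyE4, -0.9494 ± 0.2402 in 0GyE5 and -1.01 ± 0.01659 in 0GyE6 (SD, n = 2 arrays each). The parents, 0GyE1 and 0GyE2 had values between -0.06583 and 0.04413. A region of 0GyE3 from 53540942 to 53544285 held 5 positive probes and had a mean of -0.7949 ± 0.1182. The 3-probe loss from 53673025 to 53673548 had a mean of -1.097 ± 0.1365 in 0GyE3. The other named losses, each of 4 probes, began at 54277929 in 0GyE5 (-0.8332 ± 0.1542), at 53514644 in 0GyE6 (-0.6565 ± 0.004195) and at 53610045 in 0GyE4 (-0.6266 ± 0.06918). Over all 227 probes of the interval, the mean was -0.4067 ± 0.07949 in 0GyE3, -0.3922 ± 0.06981 in 0GyE4, -0.3893 ± 0.1396 in 0GyE5 and -0.3938 ± 0.1105 in 0GyE6. By this mean the 4 offspring could not be told apart, although 4 regions of 0GyE5 in the interval were positive in no other mouse. That reflects the cutoff: in the candidate regions of 0GyE5 there, 0GyE3, 0GyE4 and 0GyE6 also had negative means. At 54277929 these were -0.4376 in 0GyE3, -0.4908 in 0GyE4 and -0.5175 in 0GyE6. In the other 4 mice the mean lay between -0.01743 and 0.01215. Scan session and presence of these losses coincided in all 6 offspring. Normexp background correction moved the loss at 54277929 in 0GyE5 to -0.6355. It deepened every other named loss of the interval, for example that at 53758945 in 0GyE3 to -1.153.

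**Figure D3:**
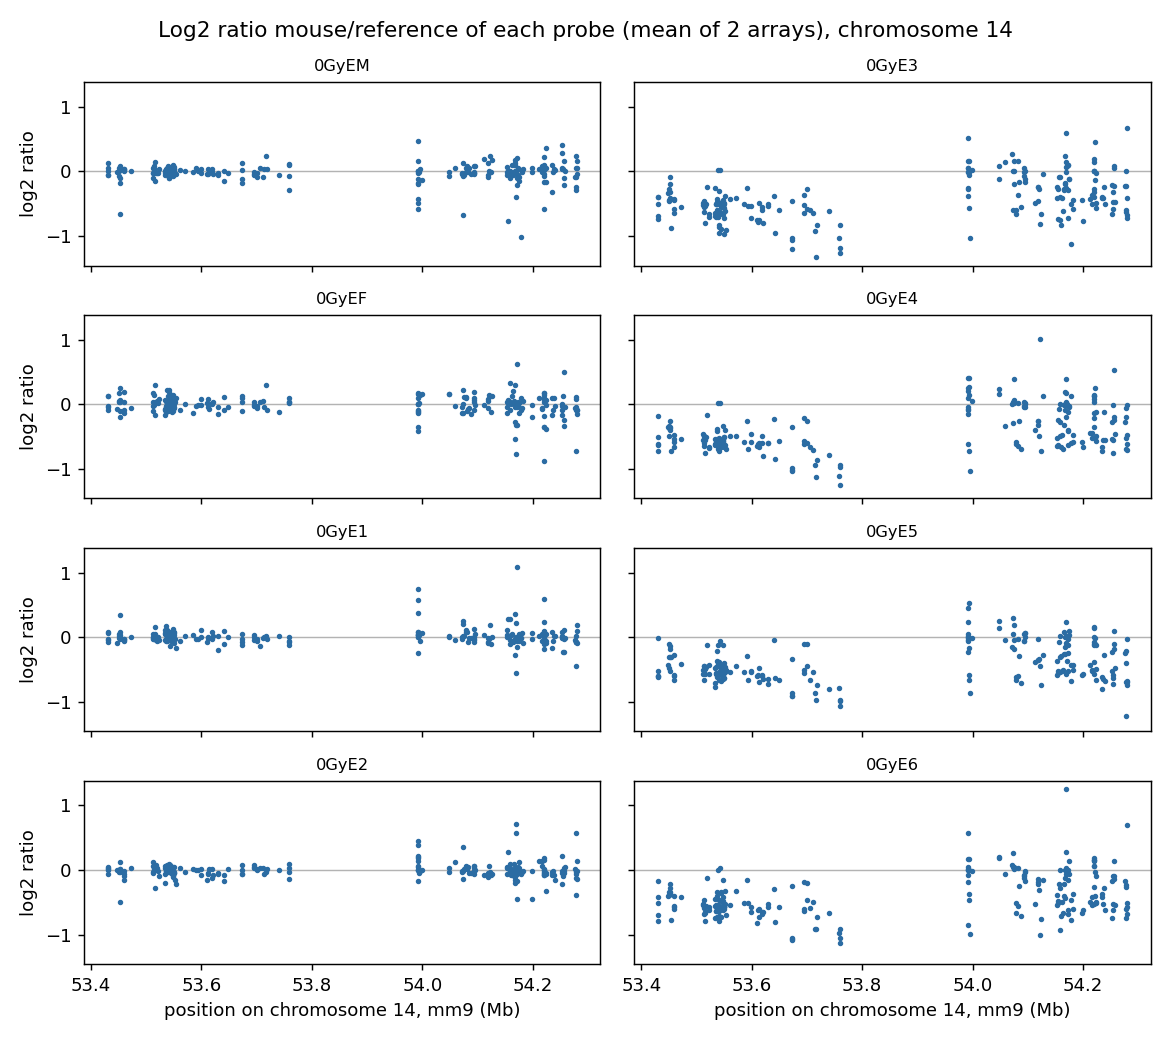
Log2 ratio mouse/reference of each of the 227 probes in the chromosome 14 interval against position in Mb (mm9), one panel per mouse, each point the mean of 2 arrays. The 4 mice of the first scan session (left column) scatter around 0, and the 4 of the second (right column) average between -0.4067 and -0.3893.

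The region with the most positive probes was a gain in 0GyE4 on chromosome 8, from 125951427 to 125952978 (1552 bp), with 12 positive probes among 15. The mean log2 ratio of the 12 probes was 0.9883 ± 0.02948 in 0GyE4 (SD, n = 2 arrays). In the other mice it ranged from -0.06477 in the dam to 0.08269 in 0GyE6. The 9 probes of the same tile to the left of the gain had a mean of 0.02323 in 0GyE4, and the last of them ended at 125951120. No probe of the tile lay to the right, so only one edge was bracketed. In the limma contrast of 0GyE4 with its parents, 11 of the 12 probes passed both thresholds. Their log2 differences ranged from 0.7333 to 1.316 over the 12 probes, with standard errors from 0.08332 to 0.1314 and adjusted p-values from 0.000409 to 0.064. In the other 5 offspring, 0 of these probes passed. The limma result depended on the fit: of the 12 probes, 0 passed with only 0GyE4 and its parents in the fit, and 0 without the dye term. With treat against 0.2, 8 passed. All 12 passed with normexp, with loess and without the dimmest 10% of probes. With a single array of 0GyE4, the mean log2 ratio of the gain was 1.009 without the first and 0.9675 without the second. Normexp background correction raised the mean of the gain to 1.047.

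**Figure D4:**
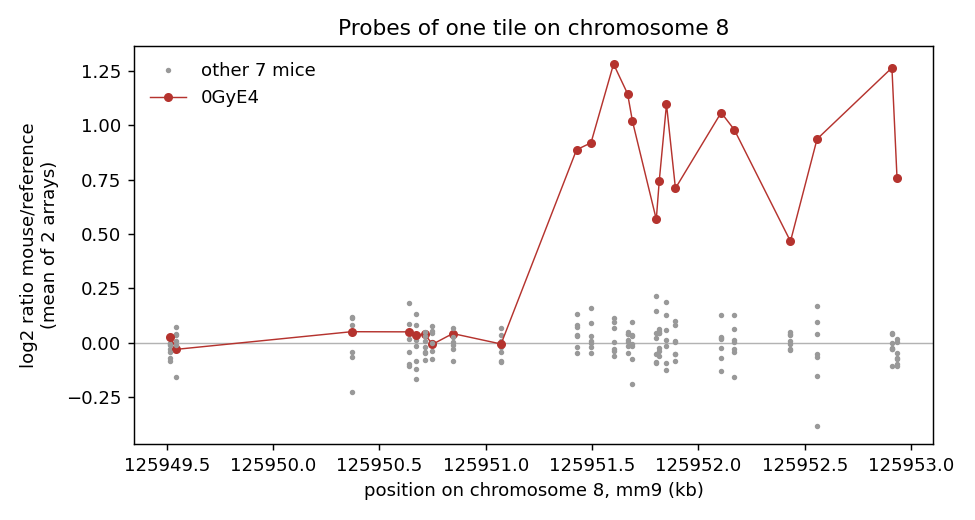
Log2 ratio mouse/reference of the 24 probes of one tile on chromosome 8 against position in kb (mm9), each the mean of 2 arrays, for 0GyE4 (red line) and the other 7 mice (grey points). The 9 probes on the left average 0.02323 in 0GyE4, and the 15 probes on the right average 0.922.

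Across single autosomal probes, limma found 317 that differed between an offspring and the mean of its parents, summed over the 6 contrasts, 47 higher and 270 lower. The offspring scanned with their parents had 9 (0GyE1) and 17 (0GyE2), together 26. The others had 40 (0GyE3), 104 (0GyE4), 99 (0GyE5) and 48 (0GyE6), together 291. Of the 317 probes, 123 lay in the chromosome 14 interval. The comparison of sire with dam, used as the background for these contrasts, gave 19 probes, all 19 higher in the sire. It may not be a no-change level. The 30 autosomal loss probes shared by the dam, 0GyE4, 0GyE5 and 0GyE6 had a mean of 0.01659 in the sire and -1.492 in the dam. How many of the 19 are among them was not counted. The median standard error was 0.1004 for an offspring contrast and 0.1159 for sire minus dam. With only the mice of each contrast in the fit, the sum over offspring fell to 12, and 19 probes still differed between sire and dam. Without the dye term, each offspring had 1 to 6 probes and 9 differed between the parents. In these 2 fits no offspring exceeded the parental comparison, and in the main fit 0GyE1 and 0GyE2 did not. Because the parents may differ at probes that follow the sex-linked ratios, this cannot show that an offspring had no change.

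With tiles in place of probes, an analysis added after the data had been seen, 35 tiles differed between 0GyE4 and its parents at an adjusted p-value below 0.05 (limma). The numbers were 3 for 0GyE2, 7 for 0GyE3, 13 for 0GyE5 and 7 for 0GyE6, none for 0GyE1, and 2 for sire minus dam. The tile with the gain on chromosome 8 had a log2 difference of 0.6084 in 0GyE4 (standard error 0.04005, adjusted p-value 1.15e-05).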

Values the study reported

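The study listed a single de novo duplication for an offspring of this family, 0mGyE4, on chromosome 8. It was sized at about 1535 bp, seen by 13 probes of the second screening and upheld by quantitative PCR. Among the offspring of non-irradiated sires in all families, 11 of 156 were counted with a de novo deletion upheld by quantitative PCR. The study's list of such changes leaves out mice with many of them. This count is therefore not comparable with the array candidates described above.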

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

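The predictions behind the tests in this section were written before the result was seen only for 3 of them: array noise as the source of the small regions and of the chromosome 8 gain, and the reference channel at that gain. All other predictions were written after the pattern, and often the value that bears on it, had been seen. The processing alternatives of the main results were fixed before the files arrived, except removal of the probe dye effect and joining of regions within 1 Mb. Everything on tiles and segments was chosen later, and the segments of 0GyE4 were grouped into chromosomes 11 and 14 and chromosomes 3 and 15 after a first run had been seen.

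The offspring of the 2 scan sessions differed on chromosome 14. The tile with the largest difference, from 53512432 to 53522398, was lower by a log2 difference of -0.532 in the second session (standard error 0.0414, limma adjusted p-value 3.83e-05), with all 4 offspring of that session below both of the first. The standard error and p-value reflect the spread between arrays, not variation between animals. Only 2 tiles passed both thresholds in this comparison, both in the interval of the losses. Among the 15 ways to split the 6 offspring into 4 and 2, only 1, the real one, gave as many. With the adjusted p-value alone, the real split gave 13 tiles and the split with 0GyE1, 0GyE2, 0GyE3 and 0GyE5 together gave 14, so on that count the real split was not the most extreme. The share cannot fall below 0.05 with 6 animals, and this split follows the technical batch exactly.

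A signal in data outside the main comparison bears on those losses: the reference channel alone. At the 15 probes called lost in all 4 offspring of the second session, the reference signal was 0.8776 higher on the log2 scale in the second session than in the first, and the ranges of the 8 arrays of each session did not overlap (-0.5076 to -0.3984 against 0.4155 to 0.4606). The mouse signal at the same probes differed by 0.01104. Over all 227 probes of the interval, the reference shifted by 0.4816 and the mouse channel by 0.0952. The largest shift of the reference in size among 6620 tiles outside the interval was 0.4495, and their SD was 0.03452. Copy loss in the 4 offspring predicted a dimmer mouse channel, which was not seen. A change private to one animal predicted that pairs made of arrays of 2 different offspring would lose the regions. The 12 such pairs of the second session had a median of 10 regions there. Losses had already been called in all 4 offspring of that session, so this test could hardly have come out otherwise. The candidate explanation that remains is that the reference DNA of the second session differed from that of the first in this interval. The labels name the same reference throughout, and its origin was not analysed here. Under this hypothesis the losses may not be de novo changes of the offspring, although the parents were never measured in the second session.

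The gain on chromosome 8 was flagged because 0GyE4 differed from the 3 other offspring scanned with it. The log2 difference of the whole tile was 0.5711 (standard error 0.03776, limma adjusted p-value 2.42e-05). Array noise would give gains as long in pairs made of arrays of 2 different offspring, and 0 of 30 such pairs had one. The reference channel of 0GyE4 at the gain was -0.09805 from that of the other offspring of the session, against 0.8558 for the mouse channel. The 9 other probes of the tile had a mean of 0.02323, so the tile as a whole was not raised. These 3 technical explanations were not borne out. The single-probe limma contrast with the parents was less steady: 11 of the 12 probes passed in the main fit, but 0 with only 0GyE4 and its parents in the fit. GC content and shared sequence could not be tested without probe sequences. On the array data alone, a copy number gain in 0GyE4 is therefore a hypothesis that the tests leave standing. The study has further evidence: it lists a duplication on chromosome 8 in an offspring of this family among changes upheld by quantitative PCR. Its coordinates are on another build and were not converted here. Its size is less clear. A single extra copy over 2 would give 0.585, and the mean of all 15 probes, called or not, was 0.922 ± 0.08879 (SD, n = 2 arrays), which may point to more than 1 extra copy, or to probes that respond more steeply than assumed. In the dam, the X-linked probes gave 0.9132, where 2 copies against 1 would give a log2 ratio of 1, so a steeper response was not seen there.

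Lower gains in 0GyE4 had means under the cutoff of 0.5 and formed no candidate region. On chromosome 14, the tile from 26786491 to 26833552 was higher than in the other 3 offspring of the session by 0.2769 (standard error 0.02231, limma adjusted p-value 7.51e-05), and the tile next to it, from 26693650 to 26779688 with 298 probes, by 0.2767. On chromosome 11, 20 tiles between 19653974 and 36107963 were higher and 0 lower, with differences from 0.1233 to 0.2154 and adjusted p-values from 0.00303 to 0.0415. In a search for the strongest run of tiles per mouse and chromosome, the run on chromosome 11 reached from 12458821 to 36107963. Over it, the mean log2 ratio was 0.1538 and 0.1318 in the 2 arrays of 0GyE4, and -0.011 to 0.01125 in the means of the other mice. Over the 385 probes on chromosome 14, the arrays of 0GyE4 gave 0.2071 and 0.3394.

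Of the technical explanations for these low gains, a change in the reference channel had a value of -0.006478 over the 2 segments, against 0.1365 (chromosome 11) and 0.2776 (chromosome 14) in the mouse channel. A dye bias of the probes would reverse between arrays, and 2 of 2 segments were raised in both. A wave along the chromosomes that the mice share would appear in other mice. Their strongest segment had a score of 10 standard errors, against 55.47 and 18.71 here. That segment was the part of chromosome 3 with the losses of the dam. A wave in the DNA of 0GyE4 alone would not appear in other mice, so this test cannot exclude it. 0GyE4 was kept out of the baseline of the other mice, a change made after its mirror image had been seen there. GC content and a mixture with other DNA were not tested. A gain present in a part of the cells of the tail sample may explain log2 ratios below that of a single extra copy. No test here separates it from a mixture or from a wave in 0GyE4 alone.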

How the results depend on the processing

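Of 73 alternative rows for the 5 headline results, 41 stayed within 1.5 times the main count and 32 moved.

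The 52 de novo candidate regions became 9 at a cutoff of 0.8, 89 at 0.4, 23 with at least 3 positive probes, and 10 when probes positive in any other mouse were left out. Of these 10, 4 regions of 0GyE5 still lay in the chromosome 14 interval, where 0GyE3, 0GyE4 and 0GyE6 were lowered as well. With regions within 1 Mb joined, an alternative chosen after seeing the data, 15 remained. The 72 regions of all mice became 16 at 0.8, 114 at 0.4 and 27 with at least 3 probes. The 850 positive probes became 207 at 0.8, 1791 at 0.4, 546 with normexp and 407 without the dimmest 10% of probes. With a single array per mouse, 2 settings each left out one replicate. De novo candidates then ranged from 2051 to 3490, regions from 3788 to 5538 and probes from 35067 to 47244. Without the second array neither dye bias nor array noise was filtered, and their shares were not separated. Probes beyond the cutoff in opposite directions in both arrays numbered 9441, far fewer than the single-array calls. Centring, loess and flagged features left the main counts of de novo candidates, regions and probes within 1.5 times. With the dye effect of each probe removed, also chosen later, there were 77 de novo candidates.

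The 317 probes that differed between offspring and parents became 18 without a dye term, 12 with only the mice of a contrast in the fit (fewer residual degrees of freedom), 69 with treat against 0.2 and 185 with normexp. They ranged from 151 to 625 over the 12 fits that each left out one array of an offspring. The 19 probes between sire and dam became 9 without a dye term, and ranged from 10 to 15 over the 4 fits without one parental array. Per contrast, 0GyE1 (9) and 0GyE2 (17) lay below the 19 of sire minus dam in the main fit, and the other 4 offspring lay above it (40 to 104). In 2 alternative fits no offspring exceeded the parents: each had 0 to 4 probes against 19 with only the mice of a contrast in the fit, and 1 to 6 against 9 without a dye term. With treat against 0.2, only 0GyE4 (20) exceeded the 17 of sire minus dam. With normexp, 0GyE3 had 23 probes against 23, and 0GyE4, 0GyE5 and 0GyE6 had more. Sire minus dam may itself not be a no-change level, as described above. Neither the count of differing probes nor its order of magnitude was stable across these fits. Of the 12 probes of the chromosome 8 gain in 0GyE4, 11 passed in the main fit, 0 with only the mice of the contrast in the fit and 0 without a dye term. With treat 8 passed, and with normexp, with loess and without the dimmest 10% of probes 12 passed.

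Among 556 alternative rows of single mice and named regions, 352 were unchanged and 204 moved, 77 to a higher value and 127 to a lower one. Of the 150 rows of sex-linked means and named regions, 14 moved. Each of these 14 differed from its main value by more than the SD between the arrays of that mouse. The others lay within that SD, so the ratio used for counts did not apply here. A single array always lies closer to the mean of its pair than the SD of the pair. Rows with a single array per mouse could therefore only be unchanged, and they do not test these values. They are included in the 150 and in the 352 unchanged rows.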

Other observations

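Probes beyond the cutoff in opposite directions were far more numerous than positive ones. A candidate explanation is a dye bias that belongs to the probe. Across autosomal probes, which are not independent, Cy5/Cy3 log ratios of arrays of different mice had a median correlation of 0.5718 over the 56 pairs with opposite orientation and 0.5635 over the 56 with the same. A swap of channels in a label would give Y-linked ratios of opposite sign in the 2 arrays of a mouse, and 0 mice showed that beyond 1 on the log2 scale. Only 0GyEF, 0GyE4, 0GyE5 and 0GyE6 had ratios that far from 0, so a swap in the other 4 mice could not be seen and this test cannot tell for them. After removal of the mean Cy5/Cy3 ratio of each probe, opposite calls fell from 9441 to 463 over the 8 mice. Positive calls rose from 850 to 1162. No biological explanation was tested.

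Of the 10 de novo candidate regions outside the chromosome 14 interval and other than the chromosome 8 gain, 9 consisted of overlapping probes, which measure nearly the same bases and may count 1 aberrant signal as 2. Pairs made of arrays of 2 different offspring gave a mean of 1 such region per pair, against 1.667 for the true pairs. Such pairs also keep a signal that 2 offspring share, as may hold for the loss on chromosome 3 at 65266721, called in 0GyE2 and 0GyE4. This test therefore cannot tell array noise from shared signal.

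The positive probes shared by exactly the dam, 0GyE4, 0GyE5 and 0GyE6 numbered 32, of which 30 were losses. These are the 4 mice with Y-linked ratios below -1.9. Of the 70 sets of 4 mice, 1, this set, shared as many, the next set shared 15 (the offspring of the second session), and 66 sets shared 0. The 32 probes lay in 29 tiles on 15 autosomes. Variants inherited from the dam would be expected to reach different offspring at unlinked loci. The 32 probes were chosen as shared by exactly these mice, so they cannot show this by themselves. Sets of the dam with only some of these offspring were smaller, for example 3 gain probes with 0GyE5 and 0GyE6 and 2 with 0GyE5. Sequence that the 32 probes share with the Y chromosome (losses) or the X chromosome (gains) may explain the pattern. The mean log2 ratio of the 30 loss probes was -1.492 ± 0.03319 in the dam (SD, n = 2 arrays). The probe sequences needed to test this directly were not in the files analysed here. The same probes enter the contrast of each offspring with its parents and that of sire with dam.

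Much smaller rises in 0GyE4 on chromosomes 3 and 15 had the same sign in both arrays (2 of 2 segments). The mean log2 ratio was 0.05366 ± 0.0103 (SD, n = 2 arrays) from 90630212 to 106540079 on chromosome 3, and 0.02366 ± 0.01405 along chromosome 15. The strongest segment of another mouse scored 10 standard errors, below the 23.88 and 23.11 of these segments. The reference channel was lower than in the other offspring of the session by a mean log2 difference of -0.03828, and the mouse channel differed by 0.008777 and -0.003492. A change in the reference channel therefore remains a possible explanation, and these rises are not put forward as copy number changes.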
